# Chromatin remodeling during *in vivo* neural stem cells differentiating to neurons in early *Drosophila* embryos

**DOI:** 10.1038/cdd.2016.135

**Published:** 2016-11-18

**Authors:** Youqiong Ye, Min Li, Liang Gu, Xiaolong Chen, Jiejun Shi, Xiaobai Zhang, Cizhong Jiang

## Abstract

Neurons are a key component of the nervous system and differentiate from multipotent neural stem cells (NSCs). Chromatin remodeling has a critical role in the differentiation process. However, its *in vivo* epigenetic regulatory role remains unknown. We show here that nucleosome depletion regions (NDRs) form in both proximal promoters and distal enhancers during NSCs differentiating into neurons in the early *Drosophila* embryonic development. NDR formation in the regulatory regions involves nucleosome shift and eviction. Nucleosome occupancy in promoter NDRs is inversely proportional to the gene activity. Genes with promoter NDR formation during differentiation are enriched for functions related to neuron development and maturation. Active histone-modification signals (H3K4me3 and H3K9ac) in promoters are gained in neurons in two modes: *de novo* establishment to high levels or increase from the existing levels in NSCs. The gene sets corresponding to the two modes have different neuron-related functions. Dynamic changes of H3K27ac and H3K9ac signals in enhancers and promoters synergistically repress genes associated with neural stem or progenitor cell-related pluripotency and upregulate genes associated with neuron projection morphogenesis, neuron differentiation, and so on. Our results offer new insights into chromatin remodeling during *in vivo* neuron development and lay a foundation for its epigenetic regulatory mechanism study of other lineage specification.

Neurons are a major and important cell type of the nervous system. Neurons differentiate from multipotent precursors called neural stem cells (NSCs). This indicates that an extensive epigenomic change occurs during differentiation.^1^ Epigenomic signatures, including chromatin accessibility, histone modifications (HMs), and DNA methylation, regulate the gene activity. The abnormal epigenomic changes disrupt genes that function in neural development and consequently lead to neurological and psychiatric diseases. Therefore, it is a prerequisite to characterize the *in vivo* chromatin states of neurons and NSCs for the analysis of epigenomic changes during NSCs differentiating into neurons.

There are many studies on the role of chromatin remodeling in cell fate specification using *in vitro* cell differentiation platforms. Overall, differentiated cells have a more condensed chromatin structure than stem cells.^2^ A bunch of studies showed changes in histone-modification patterns in embryonic stem cell (ESC) differentiation.^3, 4, 5^ A recent study profiled chromatin state dynamics across 16 stages of hematopoietic differentiation.^6^ Global chromatin states of mouse ESCs, neural progenitor cells, and embryonic fibroblasts were reported, as well as new bivalent chromatin marks.^7^ Both Foxa2 and H2A.Z mediate nucleosome depletion during ESCs differentiating into the endoderm.^8^ A recent study identified 85 core HM sites in mouse ESCs and 78 sites in neural progenitor cells.^9^ To date, there is no study reported focusing on chromatin dynamics during *in vivo* neuron development.

It is critical to use specific *in vivo* cell types to investigate epigenetic reprogramming during differentiation because cell cultures or *in vitro* differentiated cells lack the proper *in vivo* context. However, it is a technical challenge to isolate specific neurons and NSCs for epigenomic studies that require a large number of cells. Manual sorting^10^ is laborious and only useful for collecting a small number of cells. Laser capture microdissection^11^ is also not suitable for isolating large number of cells required by chromatin assays. Although fluorescence-activated cell sorting (FACS) can isolate large number of cells, it requires molecular markers specific to the cell type of interest that are not always available. FACS requires harsh treatment of the tissue and does not work efficiently in complex tissues such as the brain. As such, FACS is not optimal for genome-wide epigenomic profiling. Owing to an alternate approach, INTACT (isolation of nuclei tagged in specific cell types),^12^ it introduces into *Drosophila* genome a nuclear targeting fusion (*NTF*) gene consisting of 3xFLAG, BLRP (biotin ligase recognition peptide, a preferred substrate for BirA), mCherry, and RanGap (expressed in the cytoplasm and outer nuclear envelope). The *NTF* gene is expressed under the control of a certain cell-specific gene promoter. Therefore, INTACT can capture cell-type-specific nuclei suitable for gene expression, epigenomic, and proteomic profiling within a tissue through affinity purification of the NTF protein.^13, 14, 15^ It allows the study of distinct cell types at different stages of development.

Here we applied INTACT in *Drosophila* to isolate NSCs and neurons for their epigenome profiling including transcriptome, genome-wide nucleosome occupancy, and global core HM signals. Epigenomic analyses show that nucleosome depletion regions (NDRs) form in both promoters and enhancers through nucleosome shift and eviction. Nucleosome occupancy in promoter NDRs is inversely proportional to the gene activity. Genes with promoter NDR formation during differentiation are enriched for neuron development and maturation. Active H3K4me3 and H3K9ac are deposited in the promoters of genes in neurons related to neuronal functions in two modes: *de novo* establishment or increase from existing levels in NSCs. In addition, changes of H3K27ac and H3K9ac in promoters and enhancers synergistically upregulate genes with functional enrichment for neuron differentiation and downregulate genes with functional enrichment for neural progenitor cell-related pluripotency.

## Results

### Affinity purification of NSC and neuronal nuclei

To apply the INTACT^15^ method to isolate neuronal nuclei, we generated a *Drosophila* strain containing *Elav-Gal4>UAS-NTF* (*Elav>NTF*). *Elav* is the commonly used neuronal marker gene.^16, 17^ The neuronal nuclei were then affinity purified from stage 15 to 16 embryos (12–14 h AEL) using anti-Flag-coated magnetic beads (Figures 1a and b). Similarly, we generated a *Drosophila* strain containing *Sca-Gal4>UAS-NTF* (*Sca>NTF*). The promoter of NSC marker gene, *Sca*,^18^ drives the specific expression of *NTF* gene in the nuclear envelope of NSCs. Therefore, NSC nuclei were collected from stage 11 embryos (5–7 h AEL) through affinity purification. Moreover, the affinity-purified neuronal and NSC nuclei reached a purity of 98±2% and 90±3%, respectively (scored >100 nuclei, average of three experiments each) (Supplementary Figure S1A).

We further examined expression profiles of different tissue-specific genes that were determined by RNA *in situ* hybridization by Berkeley *Drosophila* Genome Project.^19^ The results show that expression levels of neuronal genes are significantly higher compared with other tissue-specific genes in neuronal nuclei (Figure 1c). Similarly, expression levels of NSC-specific genes are significantly higher than other tissue-specific genes in NSC nuclei (Supplementary Figure S1B). Consistently, the active HM signals (H3K4me3, H3K27ac and H3K9ac) in promoter regions (±1 kb of transcription start sites (TSSs)) of neuronal genes are significantly higher than other tissue-specific genes in the neuronal nuclei, whereas the repressive HM signals (H3K27me3) are opposite (Figure 1d). The distribution pattern of HM signals in promoters is the same as that in NSC nuclei (Supplementary Figure S1C). These results further confirmed the purity of the isolated nuclei and appropriateness of purified nuclei for expression and chromatin profiling.

### Expression profiles of isolated NSC and neuronal nuclei

We exploited RNA-seq to analyze gene expression changes during NSCs differentiating into neurons. Gene set enrichment analysis shows that genes associated with the stemness of neural progenitor cells maintain high expression levels in NSCs and are significantly downregulated in neuronal cells, whereas genes associated with neuron-related functions are significantly upregulated during differentiation (Supplementary Figure S2A). There are a total of 2131 significantly differentially expressed genes (DEGs) in neuronal cells, of which 432 are downregulated genes and 1699 are upregulated genes (Figure 2a). The NSC marker gene, *Sca*, is significantly downregulated, whereas the neuronal marker gene, *Elav*, is upregulated during the development of NSCs to neurons (Figure 2b). Gene ontology (GO) functional annotation of the DEGs found that the downregulated DEGs are mainly enriched for neural progenitor cell-related functions: cell cycle, cell division, DNA repair, cell fate commitment, neuroblast fate determination, and so on (Supplementary Figure S2B). Conversely, the upregulated DEGs have enrichment for neuron-related functions such as neuron development, neuron projection morphogenesis, axonogenesis, and so on (Figure 2c). These results indicate an extensive change in gene expression program to satisfy the different functions of these two neural cell types during differentiation.

### Global nucleosome positioning dynamics during differentiation

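Nucleosomes were mapped by MNase-seq, in which micrococcal nuclease digests the linker DNA between nucleosomes and the protected DNA is sequenced. NSC nuclei were affinity purified from Sca>NTF embryos collected 5 to 7 h AEL, and neuronal nuclei from Elav>NTF embryos collected 12 to 14 h AEL. The files analysed here hold 1 library per cell type, so no difference between the cell types has a replicate check. The authors aligned the reads to dm3 with Bowtie, kept uniquely mapped reads, called nucleosomes with GeneTrack and deposited the position and the read count of each nucleosome, without normalization. The read counts summed to 59636141 in NSCs and 36334070 in neurons, a ratio of 1.64. The median read count per nucleosome was 115 in NSCs (25th percentile 88, lowest 12) and 71 in neurons (25th percentile 52, lowest 8). All nucleosomes lie on 2L, 2R, 3L, 3R, 4 and X, and each spans 147 bp around its midpoint. Here read counts were summed in non-overlapping windows by the midpoint of each nucleosome, and each window was compared between the cell types by an exact binomial test against the ratio of the 2 totals, with Benjamini-Hochberg adjustment. Reads outside called nucleosomes are not in the files, so a window's count covers called nucleosomes only. Nucleosome positions were compared by the rule in the legend of Figure 3a. A nucleosome with the same midpoint in both cell types was fixed, a nucleosome overlapping a nucleosome of the other cell type by 20 bp or more was shifted, and the rest were lost (NSCs) or gained (neurons). Shares of nucleosomes are given with 95% Wilson confidence intervals, which describe the number of nucleosomes and not the difference between libraries. The file headers name fuzziness and FPKM, but the rows hold neither, and no gene annotation of dm3 was available, so fuzziness, promoters and TSSs were not analysed here.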

We next explored nucleosome positioning dynamics during differentiation. We scanned the genome with a 500-bp scan window (approximately three nucleosomes plus two linker regions) and calculated read count in each window as the nucleosome occupancy. Nucleosome occupancy changes spread out across the genome during differentiation and are statistically significant (Supplementary Figure S3A). 

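In the 229144 windows of 500 bp with 10 or more reads in both cell types together, the median read count was 251 in NSCs and 153 in neurons. The exact binomial test on read counts gave an adjusted P-value under 0.05 in 95415 windows, 41.6% of those tested. Occupancy was higher in neurons in 46393 of these windows and lower in 49022. The median absolute log2 ratio of the changed windows was 0.62. A change of at least 2 times was seen in 15529 windows (6.8% of those tested), of which 7365 were higher and 8164 lower in neurons. The binomial test counts only sampling noise of reads, since the variation between libraries of the same cell type could not be measured with 1 library each. Across windows, read counts in NSCs and neurons had a Pearson's r of 0.73 and a Spearman's rho of 0.65, and neighbouring windows are not independent replicates.
The share of changed windows was 42.9% on 2L, 42.8% on 2R, 41.6% on 3L, 42.4% on 3R, 38.1% on 4 and 38.5% on X. The test finds fewer changes where counts are lower, and 4 and X had fewer reads per nucleosome than the other arms. Their lower shares therefore need not mean less change. In the 123 blocks of 1 Mb with 100 windows or more, the share of changed windows ranged from 35.8% to 52.6%, with a median of 41.8%.

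**Figure D1:**
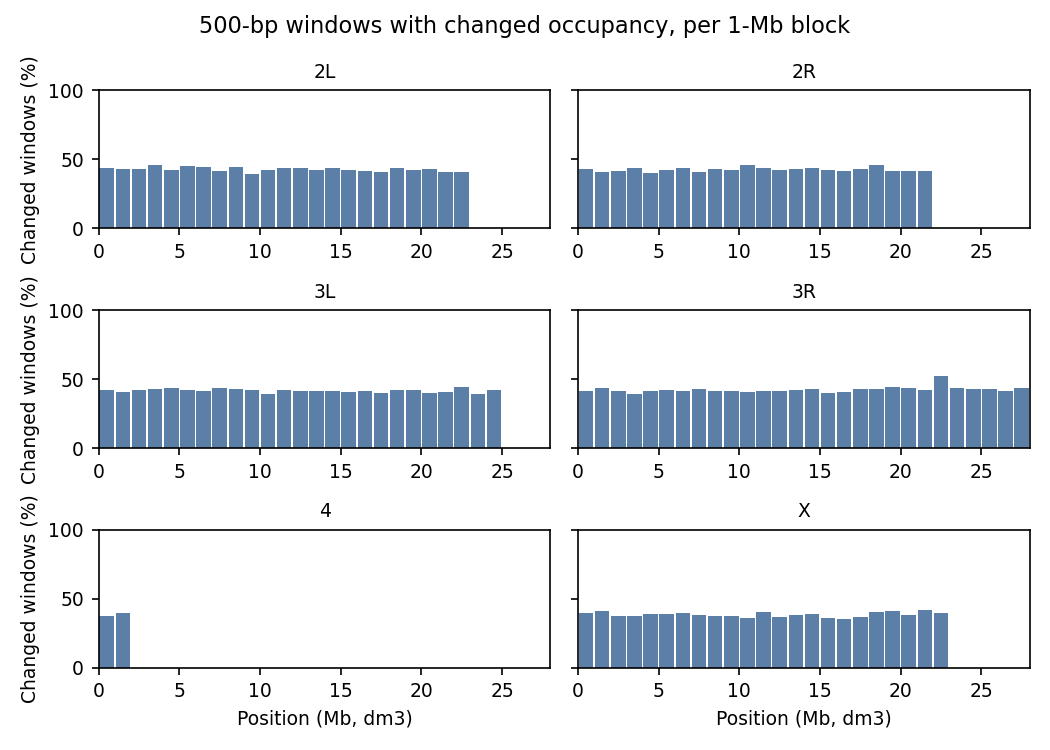
Share of tested 500-bp windows with changed occupancy (%, vertical axis) in each 1-Mb block along the 6 chromosome arms (position in Mb, dm3, horizontal axis), with 1 library per cell type. Changed windows were found in every block, between 35.8% and 52.6% of those tested.

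Among windows with a combined count of 408 or more (the median over windows), the largest decrease in neurons was on 2L from 22267001 to 22267500, with 417 reads in NSCs and 11 in neurons (log2 ratio of neurons to NSCs -4.41, adjusted P = 3.57e-66, exact binomial test). The next were on 3L from 23109001 to 23109500 (485 and 19 reads, log2 ratio -3.89) and on 2R from 662001 to 662500 (516 and 38 reads, log2 ratio -3.01). The largest increase was on 3L from 23409501 to 23410000, with 14 reads in NSCs and 404 in neurons (log2 ratio 5.47, adjusted P = 2.10e-143, exact binomial test). It was followed by 3L from 23358501 to 23359000 (40 and 621 reads, log2 ratio 4.64) and 2R from 3136001 to 3136500 (120 and 421 reads, log2 ratio 2.52). An alternative chosen after seeing the data spread each nucleosome's count over its 147 bp in place of its midpoint. It gave 69772 windows with changed occupancy. All named windows kept their direction but had smaller log2 ratios. In the order above, the decreases became -0.65, -1.88 and -1.59, so the window on 2L no longer had the largest of them. The increases became 3.98, 1.22 and 1.39. All named windows except the one on 2R from 3136001 lie within 2 Mb of the centromere end of their arm. The window on 3L from 23109001 also lies in a run of 10-kb bins with lower counts in neurons, from 23080001 to 23150000. Cell type, stage and strain differ together, so the cause of these differences is not known. The paper reports occupancy changes across the whole genome, and here changed windows were found on every chromosome listed. Variation between any pair of libraries beyond sampling noise could also give changed windows everywhere. The median chi-square over windows was 7.62 times its expected value. With each chi-square divided by this inflation, 1576 windows remained, but the division also removes a true change spread over the genome.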

We obtained consistent results using 150-bp (mononucleosome) and 300-bp (approximately dinucleosome plus a linker region) scan window (data not shown).

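With 300-bp windows, occupancy changed in 157724 of 378802 tested windows (41.6%), of which 76596 were higher and 81128 lower in neurons, at a median of 141 reads per window in NSCs and 87 in neurons. With 150-bp windows, it changed in 278387 of 633546 (43.9%), 136311 higher and 142076 lower in neurons, at a median of 104 reads in NSCs and 63 in neurons. The share of changed windows therefore lay between 41.6% and 43.9% at the 3 window sizes. The correlation of read counts across windows fell with the window size, from a Pearson's r of 0.73 at 500 bp to 0.63 at 300 bp and 0.32 at 150 bp, where a nucleosome whose midpoint moves across a window edge changes both windows. No replicates were available for these comparisons. Normalization by the median window ratio in place of the totals left 95446 changed windows of 500 bp.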

To examine nucleosome positioning dynamics, we predicted genome-wide nucleosome positions using GeneTrack,^20^ and obtained 523 516 nucleosomes in NSCs and 514 910 nucleosomes in neurons. 

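The files list 523515 nucleosomes in NSCs and 514909 in neurons, a difference of 8606, and 523516 and 514910 lines when the header line is counted. By chromosome, NSCs and neurons had 99401 and 97937 nucleosomes on 2L, 92072 and 90824 on 2R, 106074 and 104055 on 3L, 124909 and 122676 on 3R, 5309 and 5268 on 4, and 95750 and 94149 on X, so that NSCs had more on each of the 6 (no replicates). The mean read count per nucleosome on 2L, 2R, 3L and 3R lay between 116.4 and 122.8 in NSCs and between 72.1 and 75.6 in neurons. It was lower on 4 (103.2 in NSCs, 61.7 in neurons) and on X (89.7 and 56.0). Midpoints of neighbouring nucleosomes were at least 147 bp apart in both files, so called nucleosomes never overlapped within a cell type. The median distance between neighbouring midpoints was 199 bp in NSCs (25th to 75th percentile 174 to 247) and 203 bp in neurons (175 to 255).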

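Of the 523515 NSC nucleosomes, 484843 (92.61%, 95% Wilson confidence interval 92.54 to 92.68) overlapped a neuron nucleosome by 20 bp or more at another midpoint, and 11988 (2.29%, 2.25 to 2.33) had the same midpoint in neurons. Of the neuron nucleosomes, 93.39% (93.32 to 93.45) were shifted and 2.33% (2.29 to 2.37) were fixed. Each comparison rests on 1 library per cell type, so the difference in midpoints between libraries of the same cell type is not known. The shift was 1 to 126 bp by the definition used, with a median of 19 bp (25th to 75th percentile 6 to 60). It was 5 bp or less in 22.1% of the shifted NSC nucleosomes, 10 bp or less in 36.8%, 20 bp or less in 51.2% and 73 bp or less in 82.3%. The neuron midpoint had the higher coordinate in 49.9% of the shifted NSC nucleosomes (95% Wilson confidence interval 49.8 to 50.0). The shares were similar along the genome, with 92.3% (3L) to 92.7% (3R) shifted and 2.1% (X) to 2.5% (4) fixed.

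**Figure D2:**
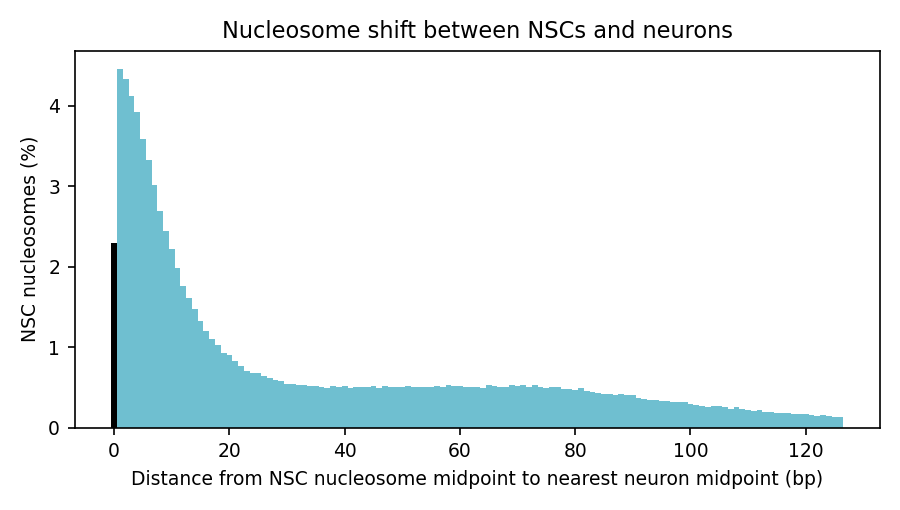
Share of NSC nucleosomes (%, vertical axis) by the distance from their midpoint to the nearest neuron midpoint (bp, horizontal axis), 1 library per cell type. The black bar at 0 bp is the fixed nucleosomes (2.29%), and the blue bars from 1 to 126 bp are the shifted ones, with a median of 19 bp.

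The definition of a fixed nucleosome moved these values most. With midpoints within 5 bp counted as fixed, 22.7% of NSC nucleosomes were fixed and 72.2% shifted.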

The majority of nucleosomes (>92%) shift by 1 to 126 bp and only ~2% of nucleosomes do not shift during differentiation. In total, 5.3% of nucleosomes are lost in neurons, whereas 4.5% of nucleosomes are newly formed in neurons (Figure 3a). 

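By the same rule, 26684 of 523515 NSC nucleosomes (5.10%, 95% Wilson confidence interval 5.04 to 5.16) were lost in neurons, and 22065 of 514909 neuron nucleosomes (4.29%, 4.23 to 4.34) were gained. Lost nucleosomes made up 4.88% (2R) to 5.35% (X) of NSC nucleosomes per chromosome, and gained nucleosomes 4.09% (3R) to 4.52% (4) of neuron nucleosomes. In blocks of 1 Mb, the lost share exceeded the gained share by 0.80 ± 0.49 percentage points (SD over 124 blocks) and in 120 of the 124 blocks (sign-flip permutation test over blocks, P = 1e-05, the smallest 100000 permutations can give). The spread over blocks is not an error between libraries, since each cell type had no replicates. The mean excess of loss over blocks depended on the nucleosomes compared. Without the 25% of nucleosomes with the lowest read count in each cell type it was 0.09 percentage points (sign-flip permutation test, P = 0.79). The genome-wide shares there were still 10.64% lost and 10.16% gained. With equal numbers of nucleosomes, those with the highest read count, it was -1.03 percentage points (sign-flip permutation test, P = 1e-05). The genome-wide shares were then 4.72% lost and 5.24% gained. Equal numbers were reached by removing 8606 low-count nucleosomes from NSCs only, which could itself favour gain, so this setting does not decide whether loss exceeded gain. The mean over blocks gave each block the same weight, and 123 of the 124 blocks held 100 NSC nucleosomes or more in the main setting. A sparse block can move this mean away from the genome-wide shares. The test over blocks without the low-count nucleosomes therefore does not show that an excess of loss was absent.

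**Figure D3:**
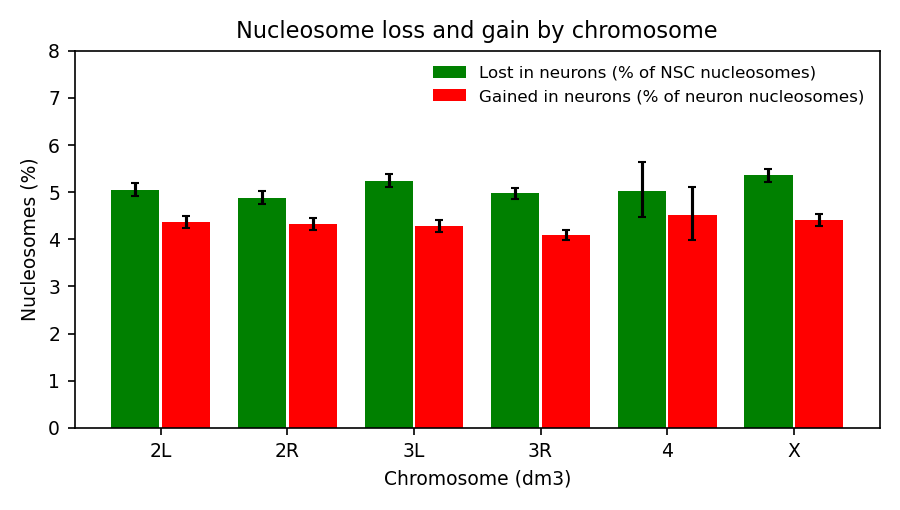
Nucleosomes lost in neurons (green bars, % of NSC nucleosomes) and gained in neurons (red bars, % of neuron nucleosomes) on each chromosome of dm3, 1 library per cell type. Error bars are 95% Wilson confidence intervals, and they overlap between lost and gained only on 4, where the lost share was 5.03% and the gained share 4.52%.

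The median read count was 90 in lost nucleosomes and 116 in the other NSC nucleosomes, and 52 in gained nucleosomes and 72 in the other neuron nucleosomes. The nearest midpoint in the other cell type was a median of 147 bp away from both lost and gained nucleosomes. It was 146 bp away or less for 48.4% of the lost and 49.3% of the gained nucleosomes. These lay near that neighbour but beyond the 126 bp limit used for a shift. The lost nucleosomes with the most reads all lie on 2R, from 2286746 to 2286892 (1422 reads), 2287909 to 2288055 (1284 reads) and 8751638 to 8751784 (1276 reads). The gained nucleosomes with the most reads lie on 2R from 2317397 to 2317543 (1149 reads) and 2288056 to 2288202 (957 reads), and on X from 21604944 to 21605090 (723 reads). Each of these has a nucleosome of the other cell type with its midpoint 131 to 147 bp away. The required overlap changed the shares most, to 21.5% lost and 20.2% gained when 73 bp or more was required.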

Interestingly, nucleosome gain and loss are enriched in promoters (Figure 3b). This implies that nucleosome remodeling in promoters may have a critical role in the transition of gene expression program during differentiation. The genes with nucleosome gain or loss in promoters are provided in Supplementary Table S2.

### Nucleosome depletion in promoter regions upon differentiation

To discover the role of nucleosome remodeling in promoter regions in transcription regulation during the differentiation, we focused on the changes in the nucleosome organization around TSS. There is a −1, NDR, +1, +2, +3, and so on canonical nucleosome arrangement around TSS (Figure 3c). We further clustered the nucleosome organization difference around TSS. The results revealed five distinct patterns for nucleosome organization change upon differentiation (Supplementary Figure S3B). Approximately 39.3% of genes maintain a similar canonical nucleosome arrangement around TSS (Cluster 2). In contrast, the periodicity of nucleosome positioning around TSS is disrupted in a set of genes (~14.8%) in neurons by a weak peak at +4 nucleosome location. Moreover, the downstream nucleosomes starting at +5 nucleosome shift toward 5′ (Cluster 5). Similarly, the downstream nucleosomes starting at +3 nucleosome shift toward 5′ but with unbroken periodicity in another set of genes (~15.8%) in neurons (Cluster 4). The rest of the genes have periodical nucleosome positioning around TSS in both cell types. However, TSS is fully (Cluster 3, ~17.0% of genes) or partially (Cluster 1, ~13.1% of genes) occupied by a nucleosome in NSCs, whereas the canonical nucleosome arrangement forms around TSS in neurons leading to exposed TSS.

Interestingly, careful examination uncovered that the nucleosome occupancy in NDRs (−200 and +50 bp to TSS) is higher in NSCs than in neurons (Figure 3c). It has been reported that nucleosome remodeling near TSS has a critical role in gene expression regulation during mouse ESCs differentiating into the lineage-committed endoderm/hepatic progenitor cells.^8^ Therefore, we analyzed the impact of nucleosome remodeling in NDRs on gene expression. The results show that nucleosome occupancy levels are negatively correlated with gene expression levels (Supplementary Figure S3C). Interestingly, nucleosome occupancy in NDRs in NSCs is significantly lower in NSC-specific genes than in other tissue-specific genes. Similarly, nucleosome occupancy in NDRs in neurons is significantly lower in neuron-specific genes than in other tissue-specific genes (Figure 3d). Consistently, gene expression levels are significantly higher in NSC-specific genes in NSCs and neuron-specific genes in neurons than in other tissue-specific genes (Figure 1c and Supplementary Figure S1B). GO term analysis of genes whose NDRs are nucleosome-depleted in NSCs but nucleosome-occupied in neurons identified enrichment for DNA replication, DNA metabolic process, and so on (Supplementary Figure S3D). In contrast, genes whose NDRs are nucleosome-depleted in neurons but nucleosome-occupied in NSCs are enriched for neuron-related GO terms such as neuron development, dendrite morphogenesis, neuron projection development, and so on (Figure 3e). This suggests that nucleosome remodeling near TSS activates corresponding lineage-commitment genes of each cell type through nucleosome depletion in NDRs during the differentiation. In addition, nucleosome fuzziness around TSS is much higher in NSCs compared with that in neurons (Figure 3f). That is, nucleosome positioning is more delocalized in NSCs than in neurons.

### Dynamics of HMs in promoter regions

HMs function in many fundamental biological processes.^21^ To understand how HMs alter and the resultant influence on gene expression during the differentiation, we first profiled HM signals in promoter regions (±1 kb of TSS). H3K4me3 levels in promoter regions take on a bimodal distribution (Supplementary Figure S4A). The smallest level value between the two peaks is selected as the threshold. The promoters with H3K4me3 level higher than the threshold are considered marked by H3K4me3. The thresholds for other HMs were determined in a similar manner (see Materials and Methods for details). Thus, HM status in each promoter is defined by combinatorial HMs. Bivalent promoters (H3K4me3+ and H3K27me3+) are prevalent in mammalian cells.^7, 22, 23, 24^ However, we only observed a very small number of bivalent promoters in both cell types (Supplementary Figure S4B). This suggests that H3K4me3 and H3K27me3 are generally exclusive in promoter regions of *Drosophila* NSCs and neuronal cells. This is consistent with the previous finding that bivalency is not a common feature of fly embryo epigenome.^25^ Nevertheless, HM states in promoters serve as a predictive for the gene activity. Genes marked by active H3K4me3 have the highest expression levels, whereas genes marked by repressive H3K27me3 have the lowest expression levels. Expression levels of genes marked by covalent HMs overall are positively correlated to the portion of active mark(s) (Supplementary Figure S4C). A recent study showed that H3K4me1 in promoters has a role in gene repression in diverse mammalian cell types.^26^ Genes with H3K4me1 and H3K27me3 covalent marks have a very low expression level in our study. GO analysis of these genes identified enrichment for gut development, leg disc development, head segmentation, and other tissue-specific commitment (Supplementary Figures S4C and D). This indicates that the covalent H3K4me1 and H3K27me3 in promoters contribute to repression of non-neural tissue genes.

To understand how HMs change in promoters during the differentiation, we categorized promoters by HM content in neurons transited from promoters with a certain HM state in NSCs. The results show that the majority of promoters maintain their HM state during differentiation (Figure 4a). We further focused on the genes with one or more of HMs in their promoters that change by at least twofolds. Clustering analysis obtained four patterns of HM changes in promoters (Figure 4b). A set of genes show great decrease in active marks H3K4me3 and H3K9ac (Cluster 4). Consequently, gene expression levels are significantly downregulated in neurons (Figure 4c). These genes are enriched on the pluripotency-related GO terms such as cell cycle, DNA metabolic process, and chromatin organization (Figure 4d). On the contrary, the other two sets of genes exhibit prominent increase in H3K4me3 and H3K9ac (Clusters 3 and 2). The last set of genes show prominent increase in H3K4me3 and intermediate decrease in H3K4me1 and H3K27me3 (Cluster 1) (Figure 4b). Consistently, expression levels of these three gene sets are significantly higher in neurons than in NSCs (Figure 4c). These genes are enriched on GO terms related to neuron morphogenesis, differentiation, and function (Figure 4d).

The augmented H3K4me3 and H3K9ac signals during the differentiation could be elevated from existing marks in NSCs or *de novo* established in neurons. It is unclear if these two modes are associated with different functions. To answer this question, we examined HM changes in the promoters of different gene sets classified by GO functional annotations. Intriguingly, genes associated with functions related to neuron development gain H3K4me3 and H3K9ac in promoters upon differentiation by increase from their existing levels in NSCs (Figures 4e and f). In contrast, genes associated with neuronal functions gain H3K4me3 and H3K9ac in promoters upon differentiation through *de novo* deposition (Figures 4g and h). The repressive marks (H3K4me1 and H3K27me3) remain at an unchanged low level (Supplementary Figures S4E and F). Conversely, H3K4me3 and H3K9ac marks greatly decrease during the differentiation in genes associated with neural pluripotency, for example, notch signaling pathway (Supplementary Figures S4G and H). This suggests that different chromatin remodeling modes in promoter regions regulate the activity of genes with distinct function themes.

### Chromatin remodeling at distal regulatory elements

In addition to promoters, enhancers also have key roles in determining the transcriptional profile of a cell through epigenetic regulation. We first identified 7728 enhancers by H3K4me1 signals and classified enhancers by H3K27ac signals: active (H3K4me1+ and H3K27ac+), poised (H3K4me1+ and H3K27ac−), and off (H3K4me1−). Approximately 65% of enhancers are active in both cell types (Supplementary Figure S5A). As expected, expression levels of genes associated with active enhancers are significantly higher than in genes associated with poised and off enhancers (Supplementary Figure S5B). We next examined HM changes in enhancers during the differentiation. The results show that most of the active and poised enhancers in NSCs remain in the same state in neurons (Figure 5a). Seventy percent of NSC off enhancers become active in neurons. GO analysis of neuronal active enhancers transited from NSC poised and off enhancers identified enrichment for neuron differentiation, neuron projection morphogenesis, neuron recognition, and so on (Supplementary Figure S5C).

### NDR formation within neuronal enhancers through nucleosome shift and eviction

We also sought to determine whether NDRs form within enhancers during the differentiation, how they form, and their potential functions. We scanned active enhancers in neurons and collected regions that do not contain nucleosomes and are 150 bp or longer. There are total 2342 such regions that are defined as NDRs in enhancers (Figure 5b). In all, 89.5% of NDRs are 150–250 bp long indicating only one nucleosome size. Intriguingly, clustering analysis of nucleosome occupancy around NDRs by *K*-means (*K*=3) revealed three patterns of NDR formation: nucleosome eviction and nucleosome shift to 5′ or 3′ direction (Figure 5b). Chromatin immunoprecipitation-qPCR (ChIP-qPCR) results confirmed nucleosome eviction in these neuronal enhancers (Figure 5c and Supplementary Table S1). Consequently, transcription levels of genes associated with these enhancers are significantly increased from NSCs to neurons (Figure 5d). We further examined the state of these enhancers in NSCs and found that ~75% of them are active in NSCs (Supplementary Figure S5D). This implies that openness by NDR formation in these enhancers in neurons may increase DNA accessibility and have a dominant role in the activation of the target genes. Similarly, nucleosome reorganization at functional enhancers exposes conserved regulatory elements in active CD4+ T cells compared with the resting state.^27^

### Chromatin remodeling in promoters and enhancers synergistically activates NSCs differentiating to neurons

To understand how chromatin remodeling in promoters and enhancers work together to regulate the differentiation, we focused on the genes whose expression changes are positively correlated with H3K27ac signal changes during the differentiation. That is, these genes are upregulated when H3K27ac signals increase upon differentiation and *vice versa*. Remarkably, the results found that chromatin remodeling in both proximal and distal regulatory elements regulate gene expression in a synergetic manner. Namely, active HM contents increase together in both promoters and enhancers to upregulate target genes and *vice versa* (Figure 5e). GO analysis of the upregulated genes identified enrichment for axonogesis, neuron projection morphogenesis, neuron differentiation, and so on. Conversely, the downregulated genes are enriched for GO terms related to neural pluripotency or progenitor such as regulation of mitotic cell cycle, neuroblast differentiation, and so on (Figure 5f).

## Discussion

Epigenetic alterations have a critical role in cell differentiation. We profiled transcriptome, nucleosome occupancy, and core HMs in affinity-purified NSCs and neuronal cells, respectively. Epigenomics analysis found that nucleosome occupancy decrease in promoter NDRs upregulates the expression of target genes, and NDR formation in promoters facilitates NSCs differentiating into neurons. Remarkably, NDRs form in enhancers during the differentiation in two modes: nucleosome shift and eviction. As a result, it upregulates the expression of target genes and promotes differentiation. Genes gain active H3K4me3 and H3K9ac signals in promoters upon differentiation by *de novo* deposition in neurons or increase from the existing levels in NSCs. The corresponding gene sets have different neuron-related functions. Conversely, genes that lose active HMs in promoters are related to neural pluripotency and downregulated. In addition, chromatin remodeling in promoters and enhancers takes place and regulates gene expression in a synergistic manner to facilitate NSCs differentiating into neurons. Our study sheds new light on chromatin remodeling patterns and its epigenetic role in *in vivo* neuron development in early *Drosophila* embryos.

Activity control of enhancers regulates cell-type-specific patterns of gene expression and has a critical role in development.^28, 29, 30^ Nucleosome positioning is one of the key means that control the binding of transcription factors to their motifs. It has been reported that nucleosome-depleted enhancers are important to the activity of cell-type-specific regulators.^31^ Here we found that NDRs form within neuronal enhancers during differentiation. As a result, the target genes associated with these enhancers are upregulated (Figures 5b and d). This implies that NDRs within enhancers may expose *cis*-regulatory elements and facilitates binding of transcription factors. Such dynamic nucleosome positioning is composed of observations that most enhancers are cell-type-specific.^32, 33^ Notably, enhancer establishment (measured by H3K4me1 signal) is initiated earlier and can indicate the differentiation potential of progenitor cells earlier than gene expression profiles during blood formation.^6^ It will be interesting to know whether openness within enhancers (measured by NDR) can serve as an indicator of lineage commitment during *in vivo* neural development in *Drosophila*. This goal will be achieved when clean marker genes for distinct intermediate cell types during NSCs differentiating to a wide variety of mature neural cells are available.

HMs have a critical role in the development of embryonic nervous system in *Drosophila*. NSCs differentiating to glial cells require low levels of H3K9ac. High levels of CREG-binding protein (a histone acetyl-transferase) result in high levels of H3K9ac and disrupt gliogensis in *Drosophila* embryonic neural development.^34^ In contrast, our results show that H3K9ac signals in promoters are increased in neuronal cells compared with NSCs. This is consistent with the observation that neurons have relatively high levels of H3K9ac compared with most glial cells.^34^ This implies that HM contents in promoters regulate the expression of genes critical for neural cell lineage specification. Intriguingly, we further revealed that the high levels of active H3K4me3 and H3K9ac come from both *de novo* deposition in neurons and increase from existing levels in NSCs (Supplementary Figures S4E and G). Moreover, these two subclasses of genes are enriched for different neuron-related functions. The findings improve our understanding of epigenetic regulatory mechanisms underlying *Drosophila* embryonic neuronal differentiation *in vivo*.

Both promoters and enhancers are critical elements that orchestrate the regulation of gene expression during many biological processes. It has been reported that distal enhancers could be localized in close physical proximity to promoters through the formation of chromatin loops to regulate gene expression during lineage commitment and somatic cellular reprogramming.^35, 36^ Our results show that the core HMs in promoters and enhancers concordantly alter to regulate the expression of genes critical for NSCs differentiating to neurons (Figures 5d and e). However, it is unclear whether enhancer–promoter looping forms because of the involvement of other transcription factors during differentiation. Future study of genomic architecture dynamics during differentiation through circular chromatin conformation capture (4C)-based methods will fill this gap.

## Materials and Methods

### *Drosophila* strains

The transgenic line *w*^*1118*^*;p[UASRG]6* (III)^15^ was kindly provided by Professor Steven Henikoff (Fred Hutchinson Cancer Research Center, Seattle, WA, USA). This stock expresses the transgene (*NTF*) *3xFLAG-BLRP-mCherry-RanGap* and *BirA* under GAL4 driver. Other lines such as *Elav*-Gal4;Tm3/Tm6B (X;III), *Sca*-Gal4 (II) and sp/cyo;Dr./Tm6B (II;III) were obtained from the Bloomington Stock Center (Bloomington, IN, USA).

*Elav*-Gal4;Tm3/Tm6B virgin flies were crossed with *w*^*1118*^*;p[UASRG]6* male flies to generate the F1 offspring *Elav*-Gal4/+p[UASRG]6/Tm3. The F1 male flies were backcrossed with *Elav*-Gal4;Tm3/Tm6B virgin flies to generate the F2 offsprings *Elav*-Gal4;p[UASRG]6/Tm3 (female flies) and *Elav*-Gal4/+p[UASRG]6/Tm3 (male flies). Then, the F2 offsprings were self-crossed to generate the F3 offsprings that are homozygous, *Elav*-Gal4;p[UASRG]6 (female flies) and *Elav*-Gal4/+p[UASRG]6 (male flies). The embryos of F3 flies were collected by self-crossing to isolate neurons.

First, *Sca*-Gal4 virgin flies and sp/cyo;Dr/Tm6B male flies were crossed to generate the F1 offspring. We retained the ones with genotype *Sca*-Gal4/cyo;+/Tm6B (denoted as F1A) for the next cross. The sp/cyo;Dr/Tm6B virgin flies were crossed with *w*^*1118*^*;p[UASRG]6* male flies to generate the F1 offspring. We retained the ones with genotype +/cyo;p[UASRG]6/Tm6B (denoted as F1B) for the next cross. Next, F1A virgin flies were crossed with sp/cyo;Dr/Tm6B male flies to produce the F2 offspring. We retained the ones with genotype *Sca*-Gal4/cyo;Dr/Tm6B (denoted as F2A) for the next cross. The sp/cyo;Dr/Tm6B virgin flies were crossed with F1B male flies to generate the F2 offspring. We retained the ones with genotype sp/cyo;p[UASRG]6/Tm6B (denoted as F2B) for the next cross. Later, the F2A virgin flies were crossed with F2B male flies to generate the F3 offspring. We retained the ones with genotype *Sca*-Gal4/cyo;p[UASRG]6/Tm6B (denoted as F3A) for the next cross. Finally, F3A flies were self-crossed to generate the F4 offspring. We retained the ones with genotype *Sca*-Gal4/cyo;P[UASRG]6 (denoted as F4A). The embryos of F4A flies were collected by self-crossing to isolate NSCs.

### Antibodies

The following antibodies were used for ChIP: H3K4me3 (ab8580; Abcam, Cambridge, MA, USA), H3K4me1 (ab8895; Abcam), H3K9ac (ab10812; Abcam), H3K27ac (ab4729; Abcam) and H3K27me3 (ab6002; Abcam). Antibodies used for immunostaining were as follows: rat-α-Elav (from Developmental Studies Hybridoma Bank, Iowa City, IA, USA) and goat anti-rabbit IgG H&L (Alexa Fluor 488; Jackson ImmunoResearch, West Grove, PA, USA). Anti-Flag-coated M2 magnetic beads (Sigma-Aldrich, St. Louis, MO, USA) were used for pull down.

### Embryo collection and formaldehyde crosslinking

Embryos were collected on grape juice plates with a yeast paste from embryo collection cages for 2 h, and then aged at 25 °C for 3 and 10 additional hours. The harvested embryos are 5–7 and 12–14 h old, respectively. Embryos were transferred onto the mesh with PBST (PBS (137 mM NaCl, 4.3 mM Na_2_HPO_4_, 1.4 mM NaH_2_PO_4_)+0.1% Triton X-100), and were washed with tap water to remove the yeast. Then, embryos were dechorionated with 50% hypochloric acid for 3 min and were crosslinked in a 1:3 mixture of ChIP–Fixed buffer (50 mM (pH 7.6) HEPES, 100 mM NaCl, 0.1 mM EDTA, 0.5 mM EGTA) with 1.8% formaldehyde and heptane for 15 min on a shaker with a speed of 300 r.p.m. The aqueous and organic phase was replaced with PBST containing 0.25 mM glycine to cease the crosslinking reaction. The fixed embryos were rinsed three times with PBST and then stored at −80 °C for future use.

### Purification of tagged nuclei from *Drosophila* embryos

Purification of tagged nuclei was performed using the INTACT technology as described previously.^15, 37^ In brief, 0.3–0.5 g of fixed embryos were suspended in 4 ml of cold HB125 buffer (15 mM NaCl, 40 mM KCl, 15 mM (pH 7.5) Tris-HCl, 0.125 M sucrose, 0.5 mM spermidine, 0.15 mM spermine, EDTA, 0.5 mM EGTA, 1 × Complete protease inhibitor (PI)) and dounce homogenized. To monitor bead binding 0.5 ml of 5 mg/ml DAPI solution was added. The nuclei mixture was filtered through one layer of Miracloth into 50 ml conical tube and diluted to 40 ml with cold HB125 buffer; afterwards, 3 ml of OptiPrep (Sigma-Aldrich) was added and then centrifuged at 1000 × *g* for 10 min at 4 °C. The supernatant and OptiPrep cushion were discarded, leaving ~2 ml of HB125 containing nuclei concentrated at the interface. Isolated nuclei were suspended in HB125 with 60 *μ*l of anti-Flag M2 magnetic beads slurry and incubated on a rotator for 2 h at 4 °C. Beads with affinity-bound nuclei were absorbed by the magnet and then washed three times using HB125. Purified nuclei were stored at −80 °C before proceeding with ChIP.

### Immunofluorescence microscopy

Embryos were dechorionated in 50% solution of bleach and fixed in a 1:1 mixture of 4% formaldehyde in PBS with 0.3% Tween-20 and heptane for 20 min on a shaker. The aqueous phase was discarded and replaced with methanol, and embryos were shaken for 3–5 min at 300 r.p.m. to burst vitelline membranes. Embryos were rinsed three times with methanol and then rinsed three times with PBS containing 0.3% Triton X-100. Fixed embryos were blocked with PBST supplemented by 5% normal donkey serum (NDS) for 30 min and then incubated with primary antibodies of various dilutions in PBST containing 5% NDS overnight at 4 °C. These embryos were washed as described above, followed by a 1–2 h secondary antibody incubation, and then were washed three times again to avoid nonspecific binding. These stained embryos were mounted on slides with additional 50% glycerol in PBS. Slides were examined on a Zeiss Imager M2 microscopy (Goettingen, Germany). To examine bead binding, DAPI-stained total and affinity-purified nuclei were counted on a hemacytometer, respectively.

### MNase-seq and ChIP-seq

Affinity-purified nuclei were pelleted by centrifugation at 1000 × *g* for 5 min and suspended with 500 *μ*l of 37 °C preheated MNase (micrococcal nuclease) digestion buffer (10 mM (pH 7.5) Tris-HCl, 15 mM NaCl, 60 mM KCl, 2 mM CaCl_2_, 0.15 mM spermine, 0.5 mM spermidine, 1 × PI) with 12 U MNase (Worthington Biochemical Corporation, Lakewood, NJ, USA) and incubated at 37 °C for 20 min. The reaction was terminated on ice by adding EDTA to a final concentration of 10 mM for 10 min. The supernatant was discarded and the pellet was washed with A2 buffer (140 mM NaCl, 15 mM (pH 7.6) HEPES, 1 mM EDTA, 0.5 mM EGTA, 0.1% Triton X-100, 0.1% sodium deoxycholate, 1 × PI) and resuspended in A2 buffer with 0.1% SDS. The nucleosome pellet was dissolved through sonication with three cycles of 20 s duration with at least 40 s pauses between cycles at the power setting of 6 (out of 20) on a Misonix sonicator XL-2000 (Newtown, CT, USA). The supernatants with chromatin were kept for the next ChIP assay, or were reverse crosslinked to harvest nucleosomal DNA fragments as follows: chromatin was treated with RNase A at 37 °C for 0.5–1 h and followed by proteinase K treatment at 65 °C for 2 h. Later, the nucleosomal DNA was retracted by phenol–chloroform and precipitated with a 1:10:100:200 mixture of 20 mg/ml glycogen, 3 M (pH 5.3) NaOAc, nucleosomal DNA mixture, and cold 100% ethanol.

Chromatin of 10–15 *μ*g was used for each ChIP reaction with HM antibodies of various doses as described in the specifications. Mixture containing chromatin, antibody, and ChIP buffer (16.7 mM (pH 8.1) Tris-HCl, 167 mM NaCl, 1.2 mM EDTA, 1% Triton X-100, 0.01% SDS) was incubated overnight on a rotator at 4 °C. Then, 20 *μ*l of ChIP-Grade Protein G Magnetic Beads (Cell Signaling; no. 9006) was added to each IP reaction. The mixture was incubated for 2 h with rotation. Afterwards, beads were washed three times with low salt wash buffer (2 mM EDTA, 20 mM (pH 8.1) Tris-HCl, 0.1% SDS, 1% Triton X-100, 150 mM NaCl) and once with high salt wash buffer (2 mM EDTA, 20 mM (pH 8.1) Tris-HCl, 0.1% SDS, 1% Triton X-100, 500 mM NaCl) for 5 min each wash. Beads were suspended in 150 *μ*l of ChIP elution buffer (50 mM (pH 8.1) Tris-HCl, 10 mM EDTA, 0.1% SDS) at 65 °C for 45 min.

The purified mononucleosomal DNA was subjected to massively parallel DNA sequencing on Illumina HiSeq2000 platform (San Diego, CA, USA) using a 49 bp single-end protocol.

### Nuclear RNA-seq analysis

Nuclear RNA was isolated form tagged nuclei of the affinity-purified embryos without crosslinking using the RNeasy Micro Kit (Qiagen, Valencia, CA, USA). Genomic DNAs were removed with Turbo DNA-Free Kit (Ambion, Waltham, MA, USA). The RNA sequencing libraries were constructed using standard Illumina libraries prep protocols. RNA-seq was performed on Illumina HiSeq2000 platform. Sequencing reads were aligned to the *Drosophila* transcripts (FlyBase r5.43) using TopHat (v.1.3.1) with default parameter setting.^38^ The uniquely mapped reads were assembled into transcripts guided by reference annotation with Cuffdiff (v.1.3.0)^38^ to calculate gene expression levels that were normalized as fragment per kilobase per million mapped fragments. The DEGs were identified with FDR <0.05.

### Tissue-specific gene lists

Tissue-specific gene lists were downloaded from the Berkeley Drosophila Genome Project *in situ* database BDGP.^19^ Genes expressed at stages 11–12 and 13–16 in different tissue-specific cells were collected.

### Prediction of nucleosome positioning and analysis of dynamic positioning

Nucleosomal sequencing reads were aligned to the *Drosophila* reference genome (dm3) using Bowtie,^39^ allowing maximal two mismatches. The uniquely mapped reads were used to identify genome-wide nucleosome positions through the peak-calling tool GeneTrack^20^ that also calculated read count for each nucleosome. The read count was normalized by total uniquely mapped reads as the nucleosome occupancy. Nucleosome fuzziness was calculated as the standard deviation of the coordinates of all reads defining the same nucleosome as described previously.^40^ It measures how delocalized a nucleosome position is. Each nucleosome was assigned to either of promoter, genic, or intergenic regions depending on in which region the midpoint of the nucleosome was located.

Nucleosome organization change around the TSS was analyzed as in the previous study.^40^ Briefly, *Drosophila* transcript annotation was downloaded from FlyBase release 5.43. Nucleosomes located within ±1 kb of TSSs were collected. Nucleosome length equals to the fuzziness value and centers at the nucleosome midpoint that defines the nucleosome position. The region that a nucleosome length spreads out has the nucleosome occupancy. The difference in nucleosome organization around TSSs was measured by subtracting nucleosome occupancy in NSCs from that in neurons for each site. The difference clustered by *K*-means (*K*=5) and plotted as heatmap.

The original composite distribution of nucleosome around TSS of the five clusters of genes in NSCs and neurons, respectively, was calculated by aggregating nucleosomal read count at each distance relative to the TSS as follows: each read represents a nucleosome by extending toward 3′ end to a length of 147 bp. The midpoint of extended read defines the nucleosome position. We summed total read counts at each site within ±1 kb of TSSs for the five gene clusters, respectively. The nucleosome occupancy equals to the read count normalized as RPKM. We further binned the nucleosome occupancy by a 5-bp interval of nucleosome distance to TSS, and smoothed it with 5-bin moving average and 1-bin step size.

### Analysis of HM changes in the promoters

Sequencing reads were mapped to the reference genome similar to the above nucleosomal read mapping. We defined promoters as the region ±1 kb of TSSs. HM levels in a promoter were calculated as all reads within the promoter and normalized as RPKM. The density distribution of H3K4me1, H3K4me3 and H3K9ac levels in promoters is a bimodal pattern. The levels at the valley were chosen as thresholds, which was 11.6 for H3K4me1, 16 for H3K4me3, and 16 for H3K9ac. For qualitative analysis, promoters with a higher level of a certain HM compared with the threshold are characterized as marked by this HM, otherwise not. The density distribution of H3K27me3 levels in promoters is a normal distribution. We grouped promoters into two classes with or without H3K27me3 by *K*-means clustering (*K*=2).

The composite distribution of HM around TSS was calculated in the same manner as nucleosome distribution described above.

### Chromatin state in enhancers

Enhancers and their chromatin states were determined as described previously.^6^ In brief, H3K4me1-enriched regions (peaks) were identified using HOMER^41^ using a 1000-bp sliding window with a false discovery rate of 0.1%. In addition, two adjacent peaks need to be separated by at least 1000 bp to avoid redundant detection. We next combined such valid peaks from two cell types as one set of peaks by merging overlapped peaks. The peak with highest HOMER score replaces the overlapped peaks. Then, we retained total 14 234 H3K4me1 peaks for the two cell types. To remove false enhancers, we calculated H3K4me3 signals in H3K4me1 peaks and observed a bimodal distribution. A Two Gaussian mixture model was used to fit the distribution to select a threshold (=4.55). The H3K4me1 peaks with H3K4me3 levels higher than the threshold were discarded. It resulted in 7728 H3K4me1 peaks as the final set of enhancers.

To define chromatin states for enhancers, we first recalculated H3K4me1 and H3K27ac signals in the enhancers for the two cell types. We also randomly selected the same number (7728) of 1000-bp genomic regions and calculated H3K4me1 and H3K27ac signals. The smallest level of the top 10% signals was used as the false-positive threshold, which was 5.5 for H3K4me1 and 4.5 for H3K27ac, respectively. Enhancers are ‘on' with H3K4me1 level higher compared with 5.5 and ‘off' otherwise. Of ‘on' enhancers, those are ‘active' with H3K27ac level higher compared with 4.5 and ‘poised' otherwise. Finally, each enhancer was associated with a single gene based on the nearest RefSeq TSS.

### Data accession numbers

The RNA-seq, MNase-seq, and ChIP-seq data sets have been deposited in the Gene Expression Omnibus under the accession number GSE80458.

## Figures and Tables

**Figure 1:**
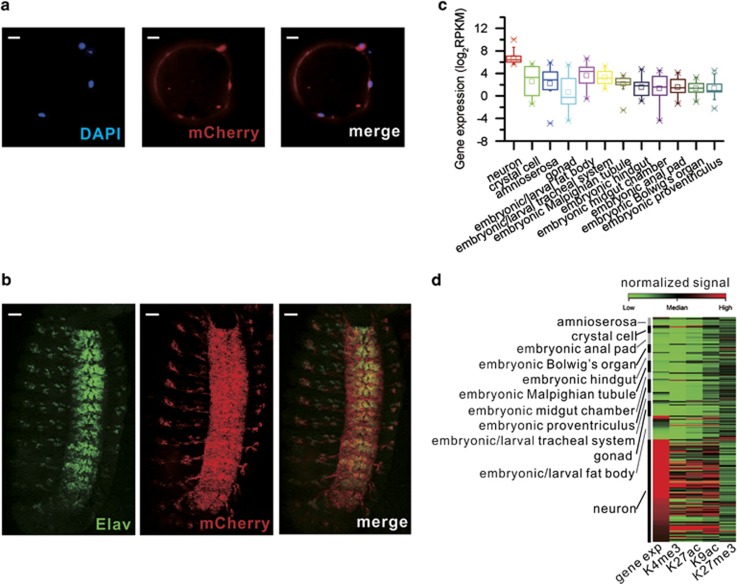
Affinity purification of neuronal nuclei from *Drosophila* *melanogaster* with the INTACT system. INTACT introduces into *Drosophila* genome an *NTF* gene consisting of 3xFLAG, BLRP (biotin ligase recognition peptide, a preferred substrate for BirA), mCherry, and RanGap (expressed in the cytoplasm and outer nuclear envelope). The *NTF* gene was expressed under the control of neuron-specific gene (*Elav*) promoter. (**a**) Three purified nuclei bound to an anti-Flag-coated bead (the large circle). Scale bar: 10 *μ*m. (**b**) Detection of mCherry (red) epitope and endogenous Elav (green) expression in a fixed stage 15 embryo (*Elav-Gal4*>*UAS-NTF*). Scale bar: 30 *μ*m. (**c**) The expression levels of neuron-specific genes are significantly higher compared with other tissue-specific genes in the purified neuronal nuclei. All *P*-values are <0.01 (Wilcoxon's rank-sum test). (**d**) Heatmap shows the profiles of core HMs in the promoter regions (±1 kb of TSS) of different tissue-specific genes in the purified neuronal nuclei. Genes are sorted descendingly by the expression level within each tissue

**Figure 2:**
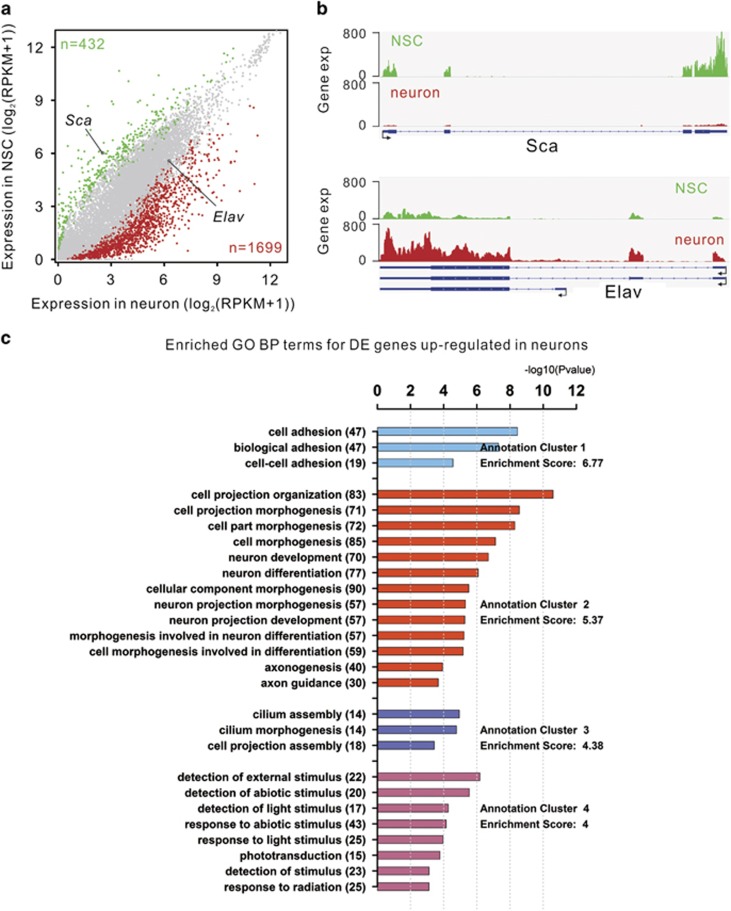
Changes of gene expression during NSCs differentiating to neurons. (**a**) Scatter plot shows the profiles of gene expression in NSCs and neurons. Significantly DEGs are indicated in colors. Green and red dots are down- and upregulated genes in neurons, respectively. The numbers of DEGs are indicated in the corners. The NSC- and neuron-marker genes (*Sca* and *Elav*) are labeled. (**b**) Read density profile for expression levels of genes *Sca* and *Elav*. (**c**) Significantly enriched GO terms for the DEGs upregulated in neurons. Each set of color bars represent a GO term cluster

**Figure 3:**
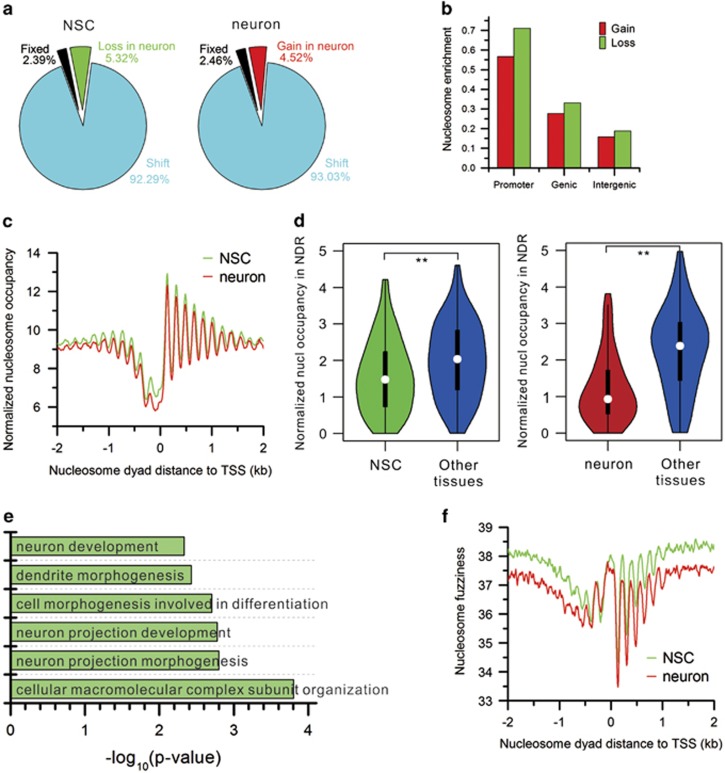
Nucleosome landscape changes. (**a**) Pie charts show the portions of fixed nucleosome, shift, loss, and gain of nucleosome. Fixed nucleosomes share the same positions in NSCs and neurons. Shift nucleosomes include the nucleosome pairs from NSCs and neurons with overlapping 20 bp or more. Nucleosome loss and gain consists of the rest of nucleosomes. (**b**) Enrichment of nucleosome gain and loss in different genomic features. The enrichment of nucleosome in promoters equals the number of nucleosomes in promoters normalized by the length of promoters. It is calculated in the same way for genic and intergenic regions. (**c**) Distribution of nucleosome locations relative to TSSs in the two cell types. Distances to TSS were binned in 10-bp intervals, then nucleosomal read count in each bin was normalized to the total number of uniquely mapped reads in millions, and finally plotted as a smoothed distribution using a moving average of three bins. (**d**) Nucleosome occupancy in the promoter NDRs (−200 and +50 bp to TSSs) in NSC-, neuron-, and other tissue-specific genes (**P<0.01, Wilcoxon's rank-sum test). Other tissues include all the non-neuron tissues in Figure 1c and non-NSC tissues in Supplementary Figure S1B, respectively. (**e**) Significantly enriched GO terms for the genes with a promoter NDR in neurons. (**f**) Distribution of nucleosome fuzziness relative to TSSs. Fuzziness measures delocalization of a nucleosome positioning, which is calculated as the standard deviation of all read coordinates that contribute to a nucleosome location

**Figure 4:**
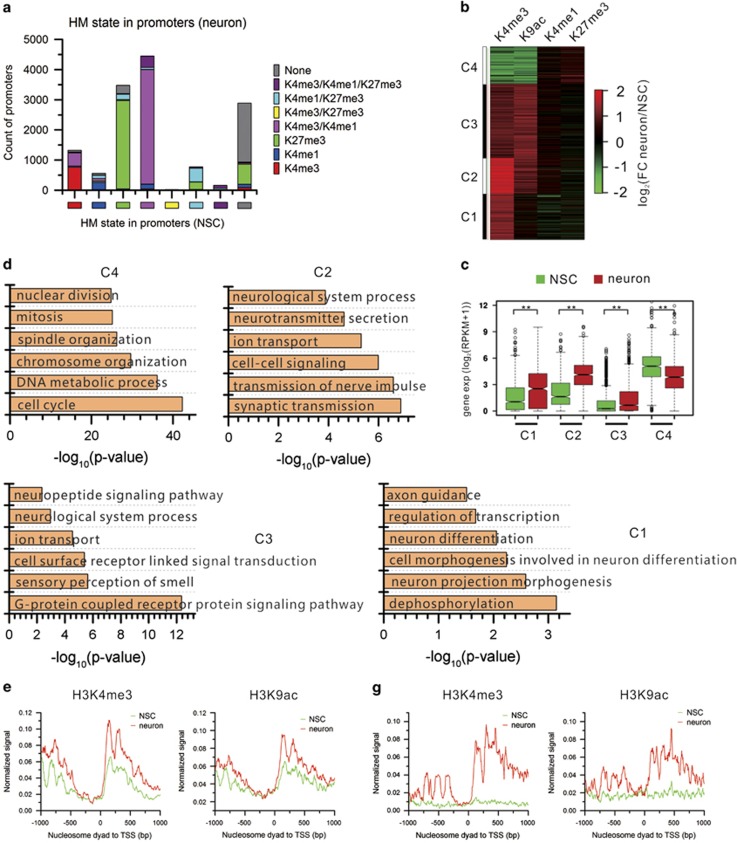

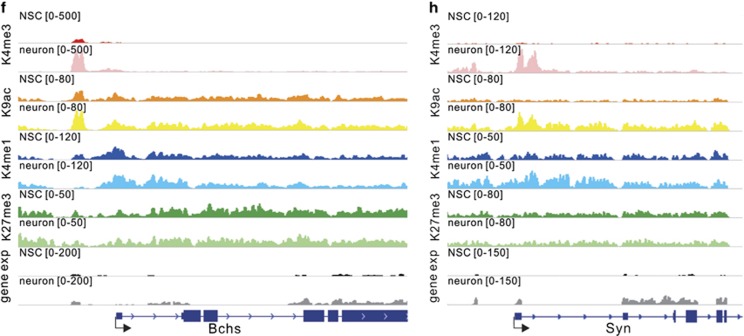
HM dynamics in promoter regions. (**a**) The count of each category of promoters defined by HM state in NSCs changing to other categories in neurons. (**b**) Clustering view of HM fold change in the promoters containing at least one HM with fold change ⩾2. (**c**). Genes in the four clusters in (**b**) are significantly differentially expressed between NSCs and neurons (**P<0.01, *T*-test). (**d**) Significantly enriched GO BP terms for the four categories of promoters in (**b**). (**e**) Increase in existing H3K4me3 and H3K9ac signals from NSCs to neurons in the promoters of gene set ‘neurological system process' (GO:0050877). (**f**) Track view of HM dynamics and the concordant expression changes of the sample gene *Bchs* for (**e**). (**g**) *De novo* gain of H3K4me3 and H3K9ac from NSCs to neurons in the promoters of gene set ‘transmission of nerve impulse' (GO:0019226). (**h**) Track view of HM dynamics and the concordant expression changes of the sample gene *Syn* for (**g**)

**Figure 5:**
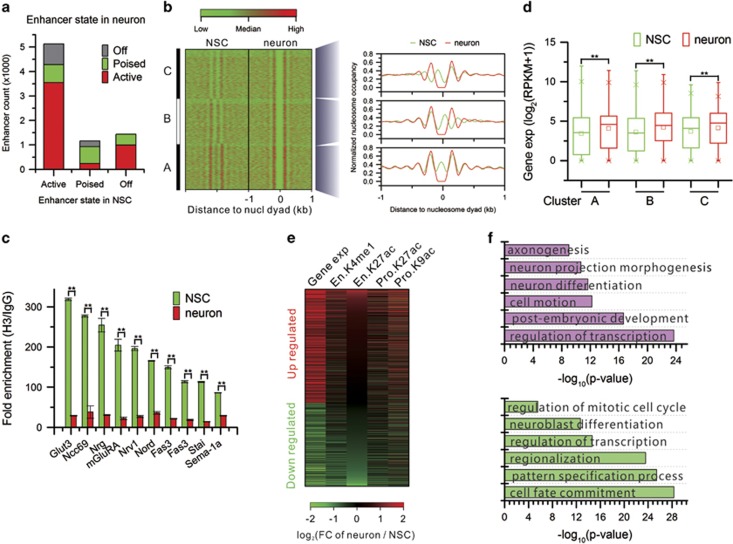
Chromatin remodeling in enhancers. (**a**) Statistical summary of each category of enhancers defined by HM state in NSCs changing to other categories in neurons. (**b**) Nucleosome organization in the regions flanking NDRs within neuron enhancers. Left heatmaps show clustering view of nucleosome occupancy in ±1 kb regions centering at NDRs in neuron enhancers. Right curve plots show the composite distribution of nucleosomes to the midpoint of the evicted nucleosomes in NDRs in neuron enhancers. (**c**) ChIP-qPCR validation for evicted nucleosomes in the enhancers of selected genes in neurons (**P<0.01, *T*-test) (**d**) Expression levels of genes associated with the three clusters of enhancers in (**b**) (**P<0.01, *T*-test). (**e**) Synergistic HM changes in enhancers and promoters. Upregulated genes have increased expression level as En.K27ac signals increase in neurons. Downregulated genes have decreased expression level as En.K27ac signals decrease in neurons. Genes are ordered in a descending order by the log 2-transformed fold change of En.K27ac. Prefixes En indicates enhancer and Pro indicates promoter. (**f**) Enriched GO terms for the upregulated (pink) and downregulated (green) genes in (**e**)

## Abbreviations

NSC: neural stem cell
NDR: nucleosome depletion region
HM: histone modification
ESC: embryonic stem cell
FACS: fluorescence-activated cell sorting
INTACT: isolation of nuclei tagged in specific cell types
NTF: nuclear targeting fusion
AEL: after egg laying
TSS: transcription start site
DEG: differentially expressed gene
GSEA: gene set enrichment analysis
GO: gene ontology

How the deposited data were processed for this re-analysis (not part of the article)

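MNase-seq data of affinity-purified NSC nuclei (5 to 7 h AEL) and neuronal nuclei (12 to 14 h AEL) were analysed, with 1 library per cell type. The authors aligned the reads to dm3 with Bowtie, kept uniquely mapped reads and called nucleosomes with GeneTrack, and they deposited the read count of each nucleosome as a raw count, not divided by the total. The versions and the GeneTrack settings are not stated. The paper's occupancy is this count divided by the uniquely mapped reads, and here counts were compared through the totals of the files, 59636141 in NSCs and 36334070 in neurons. The header lines name 7 columns and the rows hold 5. The values of fuzziness and FPKM are therefore not in the files analysed here. Coordinates are those of the files (dm3).

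Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Nucleosomes were classed by the distance to the nearest midpoint in the other cell type. A distance of 0 bp was fixed, 1 to 126 bp (an overlap of 20 bp or more with the interval ends of the files) was shifted, and more was lost or gained. Shares have 95% Wilson confidence intervals. The lost and gained shares were compared over blocks of 1 Mb by a sign-flip permutation test with 100000 permutations. Read counts were summed in non-overlapping windows of 500 bp by midpoint. Windows with a combined count of 10 or more were tested by an exact binomial test against the ratio of the file totals, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 ratios used a pseudocount of 1. At the median of 251 reads in NSCs and 153 in neurons per window, this test finds small differences, and it holds no variation between libraries.

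The scripts were tested on simulated data. The classification recovered 100% of simulated nucleosomes. With 200 windows changed by a factor of 2, 99.5% were recovered and 1.97% of the windows called were not changed. The simulated nucleosomes lay much further apart than the real ones, so none could be matched to a wrong neighbour. The simulated windows held sampling noise only, and the changed ones had combined counts at or above the median. These values check the code and do not give the accuracy or the share of false calls in the real data.

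The named windows and nucleosomes were chosen by a rule set before the files arrived. They are the 3 windows of 500 bp with the largest log2 ratio in each direction among windows with a combined count at or above the median over all windows (408), and the 3 lost and 3 gained nucleosomes with the highest read count. The alternatives tried were an overlap of 1 or 73 bp, removal of the 25% of nucleosomes with the lowest read count, mutual nearest partners, equal numbers of nucleosomes, midpoints within 5 bp as fixed, blocks of 250 kb, windows of 300 and 150 bp, normalization by the median window ratio, no count filter and counts spread over 147 bp. For nucleosome-free regions, a length of 200 bp or more was also tried.

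Of the planned results, 4 were not run. Nucleosome fuzziness needs a column that the rows do not hold, and the density of lost and of gained nucleosomes in promoters and the occupancy of NDRs need a gene annotation of dm3. No gene could be named for the same reason. Histone modification and expression data are not in the files analysed here.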

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

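Runs of neighbouring 10-kb bins with a shifted read count between the cell types were flagged, because the paper does not report on counts at this scale. Bins with a combined count of 1000 or more were used, and a run was 5 or more bins where the running median of the log2 ratio (neurons to NSCs) over 5 bins was beyond 0.25 in either direction. This rule was chosen after seeing the data. The log2 ratio had an SD of 0.12 over 11890 bins, and 6 runs with a total length of 730 kb were found. The longest was on 3R from 21940001 to 22320000 (38 bins), with a median log2 ratio of 0.33 (a ratio of 1.26), and all of its bins were higher in neurons. The median log2 ratio within 100 kb on either side of it was 6.06e-04. Neurons were also higher on 2R from 6230001 to 6280000 (median log2 ratio 0.45), on 2R from 10890001 to 10990000 (0.50) and on X from 21640001 to 21690000 (0.51). Neurons were lower on X from 19930001 to 20010000 (-0.51) and on 3L from 23080001 to 23150000 (-0.28). Within 100 kb on either side, the median log2 ratio was -0.04 for 2R from 6230001 and -6.99e-04 for 2R from 10890001. It was 4.2e-03 for X from 19930001, 0.07 for X from 21640001 and -0.10 for 3L, so the 3L run stood out least from its surroundings. On X from 21640001, 80% of the bins had the direction of the run, and in the other runs all bins had it.

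Both explanations tested for these runs were written after the runs were seen. The first was the chance order of bins. In 100 shuffles of the bins within each chromosome, the largest number of runs was 0. A run was defined by neighbouring bins shifted alike, and shuffling separates neighbours. The shuffles therefore show only that shifted bins lie together, and they say nothing about the cause. The second was a different copy number in the 2 fly strains, since NSCs came from Sca>NTF and neurons from Elav>NTF embryos that were bred from different stocks. A different copy number would shift all windows of a run alike. The SD of the log2 ratio of the 500-bp windows in a run was a median of 1.07 times the genome-wide SD of 0.53, as such a shift would give. It was 0.49 on 3R, 0.54 and 0.60 on 2R and 0.50 on X from 19930001, but 0.75 on X from 21640001 and 0.80 on 3L, where the windows differed more among themselves. Outside the runs, the median shift of nucleosomes was 19 bp, and 5.1% of NSC nucleosomes were lost. The runs differed among themselves. The median shift was 16 bp and the lost share 4.4% on 3R, 18 bp and 4.7% on 2R from 6230001, and 18 bp and 5.8% on X from 19930001. On 2R from 10890001 the median shift was 25 bp, with 6.2% lost and 6.6% of neuron nucleosomes gained (4.3% outside). On 3L it was 30 bp with 15.0% lost, and on X from 21640001 it was 10 bp with 10.3% lost. A copy-number difference between the strains is a candidate explanation for the runs on 3R, 2R from 6230001 and X from 19930001. In the other 3 runs nucleosome positions or the spread of windows also differed from the rest of the genome. No interval or test was computed for these values, and the shorter runs hold few nucleosomes, so this split of the runs is descriptive only. A copy-number difference cannot be told apart from a change of chromatin over the whole region between NSCs and neurons. Cell type, stage and strain differ together, and no genomic DNA data were available here. GC content could not be tested without the genome. The runs hold 906 of the 95415 changed windows (0.95%), and 67.7% of the windows inside them were changed against 41.5% outside.

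Nucleosomes with more than 10 times the median read count of their cell type were flagged in the same way. There were 96 in NSCs (above 1150 reads) and 98 in neurons (above 710 reads), holding 0.24% and 0.25% of all reads. The highest was on X in both cell types, from 13940033 to 13940179 in NSCs (2567 reads) and from 13940049 to 13940195 in neurons (1424 reads). A cluster on 2R held 36 of them in NSCs (2285924 to 2320784) and 38 in neurons (2285932 to 2322519). A candidate explanation, proposed once they had been seen, is that the flies carry more copies of these sequences than the reference genome. It predicts about the same ratio of NSC to neuron reads as in the totals. Over 93 of the nucleosomes selected in NSCs and their nearest neuron partners, the ratio of NSC to neuron reads was 1.03 times the ratio of the totals, and over 95 of those selected in neurons and their nearest NSC partners it was 0.93 times. The second value was computed after the first, and selection in either cell type favours that cell type. Other properties of the sequence that both libraries share, such as digestion or amplification bias, predict the same ratio and were not tested. No biological explanation was tested. The lost and gained nucleosomes with the most reads on 2R at 2286746, 2287909, 2317397 and 2288056 lie in this cluster.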

How the results depend on the processing

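The results to report, the tests and the alternatives were set before the processed files arrived, apart from the spread of counts over 147 bp and the comparisons described elsewhere as chosen after seeing the data. The tests on window edges, on variation between libraries and on midpoint noise were set after the files were opened and before their results were seen. The fixed share moved beyond its confidence interval only with midpoints within 5 bp counted as fixed, to 22.7%, with 72.2% shifted, and otherwise lay between 2.26% and 2.30%. With an overlap of 1 bp, 94.97% were shifted, 2.74% lost and 2.26% gained. With 73 bp, these were 76.2%, 21.5% and 20.2%, since the required overlap decides whether a nucleosome moved by most of its length is called shifted or lost. Without the 25% of nucleosomes with the lowest read count, they were 87.1%, 10.6% and 10.2%, since partners were removed. With mutual nearest partners they were 86.9%, 10.8% and 9.34%. With equal numbers of nucleosomes, those with the highest read count, they were 92.98%, 4.72% and 5.24%.

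The lost share exceeded the gained share in the main setting (0.80 percentage points) and at both other overlaps, with mutual partners and in 250-kb blocks. Without the 25% of nucleosomes with the lowest read count, the genome-wide shares were still 10.6% lost and 10.2% gained. The mean difference over 1-Mb blocks was only 0.0902 percentage points (sign-flip permutation test, P = 0.79), so the measures disagree there. That mean gives each block the same weight, and 123 of the 124 blocks held 100 NSC nucleosomes or more in the main setting. A sparse block can pull the mean away from the genome-wide shares, so the disagreement does not show that loss equalled gain. With equal numbers of nucleosomes the difference reversed, to a mean of -1.03 percentage points over blocks. The genome-wide shares were 4.72% lost and 5.24% gained, a smaller reversal. That alternative removes 8606 low-count nucleosomes from NSCs only, which leaves low-count neuron nucleosomes without their partners and could favour gain. The files do not hold the reads, so the call could not be repeated at equal depth.

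The number of changed 500-bp windows stayed within 1.5 times of the main number with the median ratio, without the count filter and with spread counts, and windows of 300 and 150 bp gave 157724 and 278387, from more windows tested. Of 18 other rows, 4 numbers of nucleosome-free regions moved by more than 1.5 times. The 6 named windows kept their direction and an adjusted P-value under 0.05 (exact binomial test), but with spread counts their log2 ratios were smaller. The fall was largest on 2L at 22267001 (-4.41 to -0.65) and on 3L at 23358501 (4.64 to 1.22). It was smaller on 3L at 23109001 (-3.89 to -1.88) and 23409501 (5.47 to 3.98). On 2R, the ratio went from -3.01 to -1.59 at 662001 and from 2.52 to 1.39 at 3136001. The alternative with only 2L, 2R, 3L, 3R, 4 and X is the same as the main setting, since the files hold no other chromosome. The alternatives for fuzziness, promoters and NDRs were not run because the values or the annotation are missing, and the one on the pseudocount applied only to values that are not counts. The replicate block was not run because each cell type has 1 library.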

Differences from the paper's values

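No value computed in the main setting differed from the paper's by more than 1.5 times. The paper's lost share of 5.3% and gained share of 4.5% stand beside 5.10% and 4.29% here, and the paper's fixed share of about 2% beside 2.29%. In Figure 3a, the neuron nucleosomes were about 93% shifted and about 2.5% fixed, read by eye, against 93.39% and 2.33% here. None of the settings run gave both the paper's lost and gained share. The number of nucleosomes in each cell type was smaller by 1 than the paper's, and the number of lines with the header line, 523516 and 514910, equals the paper's number.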

Other observations

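Nucleosomes cover much of the genome in both lists, so overlap between the lists also arises by chance. When the neuron list was displaced by random offsets of 2 to 20 kb within each chromosome, 89.6% of NSC nucleosomes were shifted by the same rule (range 89.1 to 90.3 over 100 displaced lists), against 92.6% observed, a difference of 3.04 percentage points. This was more than the limit of 2 percentage points used for chance overlap. The displaced lists left 10.0% of NSC nucleosomes lost against 5.1% observed, and 0.43% fixed against 2.29%. The lists differed more in the distance. The median shift was 19 bp observed and 52 bp in the displaced lists, and 49.7% of NSC nucleosomes had a neuron midpoint within 20 bp against 17.8%. The shifted share alone thus separates related from unrelated positions little, while the distance separates them more.

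The precision of the called midpoint is one technical explanation for short shifts. If sampling noise set them, shifts would be shorter where more reads define the nucleosome. Between mutual nearest partners, the median distance fell from 20 bp for the NSC nucleosomes with 12 to 81 reads through 18, 16 and 14 bp to 12 bp for those with 146 reads or more, a factor of 1.67. Sampling noise may therefore account for part of the shifts of a few bp. More strongly positioned nucleosomes would also have more reads and smaller shifts, and without replicates of a cell type the parts cannot be told apart. Shifts in steps of the DNA helix were also tested. The share of shift distances within 1 bp of multiples of 10 bp, minus the share at distances 5 bp away from them, was -1.33 percentage points, against -0.29 to 0.23 in the displaced lists, so no excess at whole helical turns was seen. The steep fall of distances below 20 bp lowers this measure, and a weak periodicity would not be detectable with it.

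More nucleosomes were lost than gained, and NSCs also had more called nucleosomes and more reads. With equal numbers of nucleosomes in both cell types, the mean difference over 1-Mb blocks was -128.5% of its main value, so its sign changed. The genome-wide shares, 4.72% lost and 5.24% gained, reversed by less than the block mean. Equal numbers were reached by removing low-count nucleosomes from NSCs only, which itself adds to gain. A greater loss than gain cannot be told apart from a difference in depth here. Lost nucleosomes had a median of 90 reads, just above the 25th percentile of all NSC nucleosomes (88), and gained nucleosomes had a median of 52, equal to the 25th percentile of all neuron nucleosomes. A median below that percentile had been taken as the mark of calls near the detection limit. Neither median was below it, but both were at or next to it, and both were lower than in the other nucleosomes (116 in NSCs and 72 in neurons).

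The number of 500-bp windows with changed occupancy depends on how much variation between libraries is allowed for. The median chi-square over windows was 7.62 times its expected value. With each window's chi-square divided by this inflation, 1576 windows remained (1.65% of the changed windows), 1116 of them higher and 460 lower in neurons. The direction of the balance was the reverse of that among all changed windows, of which 46393 were higher and 49022 lower. With more reads in NSCs, the chi-square at a given combined count was larger for increases in neurons than for equal-fold decreases. The balance after the division therefore does not show the direction of occupancy change. Variation between any pair of libraries beyond sampling noise could give the other windows, and so could a true change spread over the genome, which the division also removes. With each nucleosome's count spread over its 147 bp, the number of changed windows was 73.1% of the main number. This compares totals and does not follow individual windows. Part of the main number may therefore come from nucleosomes that cross a window edge. Of the 1576 windows, 216 lay within 2 Mb of the centromere end of 2L, 2R, 3L, 3R and X (1.27% of the windows tested there), 136 within 2 Mb of the other end (0.72%) and 1224 elsewhere (0.63%). This comparison of regions was chosen after seeing the data and no explanation of it was tested.

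Read counts per nucleosome on X were 0.75 times those on 2L, 2R, 3L and 3R in NSCs and 0.76 times in neurons. A pool of embryos of both sexes in equal numbers, with 1 X copy in males, would give 0.75. This prediction was written after the ratio was seen. Chromosome 4, which both sexes carry in 2 copies, also had lower counts, 0.86 times those of the other autosome arms in NSCs and 0.83 times in neurons. A pool of both sexes may explain the ratio on X, but a property of a chromosome unrelated to sex also lowers counts and cannot be ruled out for X.

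Regions of 150 bp or more without a nucleosome numbered 63127 in NSCs and 67839 in neurons over the whole genome. Of these, 87.5% and 87.9% were at most 250 bp long, with medians of 184 and 182 bp. A neuron nucleosome had its midpoint in 60.6% of the regions of NSCs, and an NSC nucleosome in 63.7% of those of neurons. Nucleosomes cover much of the genome, so unrelated lists would also place midpoints in such regions. That share was not computed, so these values do not show that the regions were filled in the other cell type more often than by chance. The distances between midpoints up to 1500 bp apart had their first 5 peaks at 174, 370, 560, 749 and 944 bp in NSCs and at 175, 372, 567, 748 and 949 bp in neurons, a slope of 191.9 and 192.4 bp per nucleosome. Over the 5 longer chromosome arms the slope ranged from 191.2 to 193.1 bp in NSCs and from 191.6 to 197.7 bp in neurons. No difference in spacing was detectable beyond this range.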
